A study of Brassica rapa with 28 samples.

How the data were processed

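RNA was measured in leaves of Brassica rapa from the wild-type line R-o-18 and the BrphyB-3 mutant, a line mutated in a gene for the red-light photoreceptor phytochrome B. Per the labels' protocols, leaf punches of 28 mm2 from 3 plants were combined into each biological replicate, called a plant pool here. Plants were 3 weeks old at the start and grew with 16 h of light and 8 h of darkness, and punches were taken 5 h after lights on. The pre and 24hr samples came from one uncovered leaf, 24 h apart. A second leaf was wrapped in foil when the pre sample was taken. The dark sample came from this leaf when it was unwrapped, 48 h after the 24hr sample, and the recovery sample came from it 24 h later. There were 4 wild-type pools, numbered 3 to 6, and 3 mutant pools, numbered 3 to 5, each sampled at all 4 stages, which gave 28 libraries in 8 groups.

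Per the labels' protocols, poly(A) RNA was made into libraries and sequenced on a NextSeq 500 as single reads of 80 bases, and a sequencing company handled the read files. The deposited table held raw counts, whole numbers for each gene ID and library, with no normalization. The labels and the table did not state the aligner, the counting tool, the genome build, the annotation, or whether strand was used, so counts of near-identical paralogs and of overlapping or antisense genes are uncertain. The table had 48826 gene IDs, of which 12503 had 0 counts in every library. No entry lacked a gene ID and 0 columns were left without a sample. The IDs were compared with a table of RefSeq locus tags and accessions, and 0 matched. The files did not pair IDs with names, so genes are given by ID. The photoreceptor gene itself was not analysed here for that reason, so its level was not used to check the labels. The gene set tests and the list of light signalling genes that had been planned were not run for the same reason.

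Total counts per library ranged from 4928822 to 14159657. A count of 0 was read as allowing up to 3 counts, a floor that covers counting error only, since the libraries had no molecular identifiers. Libraries were compared in pairs by a chi-square statistic per gene, which is 1 for counting noise. The lowest value was 9.83, so no libraries were treated as repeats of one another.

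Analyses were done in R 4.3.3. IDs with low counts were removed with the filterByExpr function of edgeR 4.0.16, which kept 24992 IDs holding 99.9% of the counts. Library sizes were scaled by the TMM method. A model with the 8 group means was fitted to all 28 libraries with edgeR's quasi-likelihood method, and 16 contrasts were tested. These were mutant against wild type at each stage, 4 stage contrasts in each genotype, and the difference of each stage contrast between genotypes. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were counted. The common biological coefficient of variation was 0.365. Normalised counts are given as CPM, which are counts scaled to a common library size with the TMM factors. The SE of a log2 fold change was derived from the test and not estimated separately. It is the absolute log2 fold change divided by the square root of the F statistic, so it is approximate.

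The dark index of a library was the mean log2 CPM, with a prior count of 2, of genes raised in darkness minus that of genes lowered. These genes had an adjusted p under 0.05 and an absolute log2 change of at least 1 in dark against pre, averaged over both genotypes. The share of the dark response reversed was the fall of the index from dark to recovery divided by its rise from pre to dark, in percent, for each pool. Genotypes were compared by a two-sided exact permutation test over the 35 splits of the 7 pools. The smallest p this test can give is 0.0286.

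The samples, contrasts, tests and most alternatives were chosen before the data were examined. The alternatives were the DESeq2 1.42.0 Wald test, RLE scaling, no filter on low counts, a fit with only the groups compared, a replicate block, and leaving out each pool in turn. A term for plate row, taken from a letter in the sample descriptions, a comparison of the dark index between same-numbered pools, and a recount without a run of A03 gene IDs were added after seeing the data. Some numbers in those descriptions were repeated between samples, so the letters carry some doubt. The rule for naming genes took the largest rise and fall in log2 fold change among genes with an adjusted p under 0.05, a mean CPM of at least 10 in a compared group, and library values that did not overlap between groups. Only 2 IDs that rose and 2 that fell are printed of those the rule picked, and these 4 were chosen after their values were seen.

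Same-numbered libraries of one genotype came from the same plants, per the labels' protocols. The deviations of such libraries from their group means had a median correlation across genes of 0.158 for stages taken from one leaf, against -0.0611 for libraries of different pools. Between genotypes, same-numbered libraries of one stage had a median correlation of 0.258, against -0.107 for different numbers. Every same-numbered pair exceeded 0.1 at pre, 24hr and recovery, so the numbers were taken as pairing the genotypes at those stages, but not at dark, where the lowest was -0.0519.

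The methods were tested on simulated counts drawn from the group means and dispersions of these libraries, with 200 genes changed in the mutant at 1 stage. These 200 genes had a mean CPM of at least 1 and changed at pre. No effect of pool or replicate number was drawn. Over 24568 simulated genes the test recovered 67% of 4-fold and 23% of 2-fold changes, and 10 of its 100 calls lay outside the changed genes. The genotype by stage contrast recovered 45% of 4-fold and 4% of 2-fold changes, with 3 calls outside. With the reversed share set to 100% in the wild type and 80% in the mutant, over 24992 genes, the estimates were 98.5% and 78.8%. A planted run of lowered IDs gave a window median of -0.72 on the log2 scale, against at most 0.09 elsewhere, over 22095 genes. An admixture of lit RNA set to 5% was estimated at 4.50% from 19 genes.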

Results

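Leaf transcriptomes were compared between wild-type and BrphyB-3 plants before, during and after darkness applied to single leaves. Each wild-type group had 4 libraries and each mutant group had 3. In the wild type, total counts ranged from 5221760 to 11884955 at pre, from 9748773 to 13233390 at 24hr, from 4928822 to 12039568 at dark and from 10103310 to 11823746 at recovery. In the mutant, they ranged from 11141552 to 12091273 at pre, from 9690967 to 14159657 at 24hr, from 7839529 to 11093994 at dark and from 9580546 to 13884247 at recovery. The 20 most abundant genes took 14.1% ± 0.814 (SD, n = 4) of the counts in the wild type at pre and 7.07% ± 0.637 (SD, n = 4) at dark. In the mutant they took 12.1% ± 2.94 (SD, n = 3) at pre and 7.61% ± 0.310 (SD, n = 3) at dark. The first principal component of log2 CPM held 56.5% of the variance.

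The series title names rapid recovery from darkness as the process in which the photoreceptor gene is of interest, and the stage contrasts within each genotype describe that course. In the wild type, 14833 of 24992 genes differed between dark and pre, 7269 higher and 7564 lower, by edgeR's quasi-likelihood test with a Benjamini-Hochberg adjusted p under 0.05. In the mutant, 13870 genes differed, 6642 higher and 7228 lower. Among the alternatives, the count moved most in the mutant without replicate 5, to 10635. Both genotypes shared 11868 of these genes, and 11854 of them changed in the same direction. The log2 changes of the genotypes, which come from separate libraries, correlated across all genes with a Pearson r of 0.876 and a Spearman rho of 0.885. Genes are not independent replicates, so no p-value is given. Dark samples came from a different leaf than pre samples, so this contrast also holds any difference between the leaves.

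Recovery against dark compared the same leaf 24 h apart. In the wild type 14615 genes differed, 7464 higher and 7151 lower, and in the mutant 13658 differed, 7002 higher and 6656 lower. Of the 11439 genes called in both, 11424 changed in the same direction, and r across all genes was 0.866.

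The 24hr and pre samples came from one uncovered leaf. By edgeR's quasi-likelihood test with all pools, no gene passed the threshold in either genotype. There were 0 calls and 654 genes at an unadjusted p under 0.05 in the wild type, and 0 calls and 855 such genes in the mutant. Among the alternatives, the DESeq2 Wald test called 1 gene in the wild type. Leaving out mutant replicate 4 gave 1 in the mutant.

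Recovery against pre asked which genes had not returned to the starting level, and it also crossed leaves. In the wild type 1107 genes differed, 674 higher and 433 lower. With the plant pool as a block, 1716 genes passed. In the mutant 546 genes differed, 233 higher and 313 lower, and 845 passed with the block. Of the 241 genes called in both genotypes, 240 changed in the same direction. These counts depended on single pools. They fell to 168 in the wild type without its replicate 6 and to 83 in the mutant without its replicate 4.

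The dark index rested on 5176 raised and 6709 lowered genes. In the wild type its mean was -1.49 ± 0.29 (SD, n = 4) at pre, -1.38 ± 0.36 at 24hr, 2.72 ± 0.57 at dark and -1.10 ± 0.25 at recovery. In the mutant it was -1.46 ± 0.19 (SD, n = 3) at pre, -1.21 ± 0.32 at 24hr, 2.63 ± 0.38 at dark and -1.08 ± 0.39 at recovery. Without regard to replicate numbers, the difference between genotypes was smaller than the SD within the groups at each stage. The two-sided exact permutation p was 0.857 at pre, 0.571 at 24hr, 0.8 at dark and 1 at recovery. Same-numbered pools were then compared as pairs, a comparison chosen after seeing the data. At 24hr the index was higher in the mutant in 3 of 3 pairs, by a mean of 0.28 ± 0.11 (SD, n = 3), more than the spread between the pairs. The two-sided exact sign-flip permutation p was 0.25, the smallest that 3 pairs allow, so this design cannot reach 0.05. The mean paired difference was 0.12 ± 0.33 at pre, -0.10 ± 0.69 at dark and 0.05 ± 0.32 at recovery, each within its spread. Adjusted by the Benjamini-Hochberg method over the 5 paired comparisons, the exact permutation p-values were all 1.

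**Figure D1:**
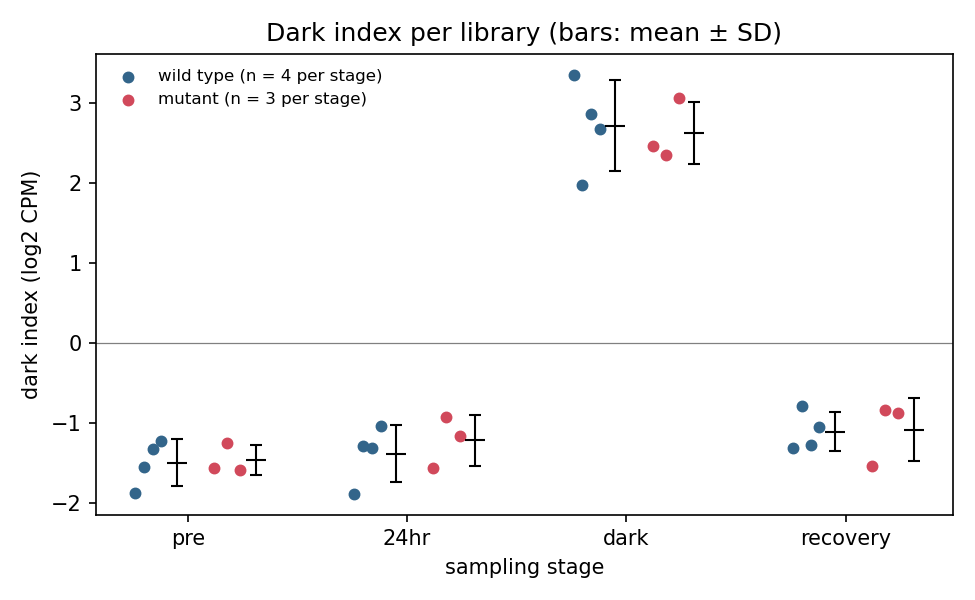
Dark index in log2 CPM (vertical axis) of each of the 28 libraries by sampling stage (horizontal axis), with wild-type libraries in blue, mutant libraries in red, and black bars for the mean and SD of each group. Dark libraries lie between 1.98 and 3.35 in the wild type and between 2.35 and 3.07 in the mutant, above every library of the other stages.

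By recovery, the index had reversed by 90.5% ± 9.06 (SD, n = 4) of its rise in the wild type and by 90.8% ± 7.52 (SD, n = 3) in the mutant. The difference of 0.321 percentage points was within the spread between pools, with a two-sided exact permutation p of 0.971, the smallest possible being 0.0286. Index values at pre and 24hr came from the uncovered leaf, and those at dark and recovery from the covered leaf. The part not reversed may therefore hold a difference between the leaves. With the share set to 100% in simulated wild-type counts, the estimate was 98.5%. The level depended on the index genes and the starting stage. It was 98.7% in the wild type and 97.5% in the mutant with the 200 genes of lowest p-value in each direction, and 93.2% and 96.6% with 24hr as the start. Adjusted by the Benjamini-Hochberg method over the 5 index comparisons, the exact permutation p-values were all 1. The difference changed sign with the choice of pools, to -4.06 without mutant replicate 3 and to -3.20 without wild-type replicate 4.

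Whether the stage changes differed between genotypes was tested for each gene as the genotype by stage contrast. For dark against pre, 3 genes passed, all with a lower change in the mutant, and 1842 had an unadjusted p under 0.05. With the plant pool as a block, 8 passed. For recovery against dark, 0 genes passed and 2055 had an unadjusted p under 0.05, and 16 passed with the block. For 24hr against pre there were 0 calls and 303 genes at an unadjusted p under 0.05. For recovery against pre there were 0 calls and 1051 such genes. The DESeq2 Wald test moved this family most, to 100 genes for recovery against dark. BraA10002904 was 1 of the 3 genes. Its level in the wild type was 0.187 ± 0.126 CPM (SD, n = 4) at pre, at most 3 counts in each library, and 22.2 ± 8.66 CPM at dark. In the mutant it was 1.79 ± 2.18 CPM (SD, n = 3) at pre and 3.56 ± 2.68 CPM at dark. The fitted log2 difference of the changes was -5.68 (SE 1.03, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.0487). It depends on the prior count, because the wild-type level at pre was at the floor. The gene no longer passed in 6 of 12 alternative settings.

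Mutant against wild type at a single stage asked what the mutation changed. At pre, 34 genes differed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 10 higher and 24 lower in the mutant. At 24hr there were 36, 18 higher and 18 lower, and 89 with replicate number as a block. At dark there were 50, 24 higher and 26 lower. At recovery there were 52, 16 higher and 36 lower. The DESeq2 Wald test moved these counts most by number, to 220 at dark, while a fit with only the compared groups gave 0 at dark, where 1451 genes had an unadjusted p under 0.05. Other splits of the 7 pools gave as many genes at 24hr, dark and recovery, but not at pre. Each of those splits kept at least 1 pair of same-numbered pools together. Most splits do so, because only 8 of the 35 part all 3 pairs, so this is weak evidence on its own. Among the 8 splits that parted all 3 pairs, the real split gave the most genes at each stage. However, 8 splits cannot give a share under 0.05. Plate rows a and d each held 1 pool of each genotype, and the other 3 rows held 1 pool each. With plate row as a term in the model, 50, 97, 59 and 65 genes passed at pre, 24hr, dark and recovery. In that fit the genotype difference averaged over stages rests on rows a and d alone, with 2 pools of each genotype.

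In total 128 genes passed at 1 or more stages, 102 of them at a single stage and 5 at all 4. The 26 genes that passed at more than 1 stage had the same direction at each, in libraries of the same plants. Of all 128 genes, called or not at a given stage, 65 had the same sign of change at all 4 stages. A run of consecutive gene IDs at the start of the A03 series, IDs 1 to 424, held 28 of the 128 genes, all lower in the mutant, although it had 1.01% of the tested genes. It held 17 of the 34 calls at pre, 10 of the 36 at 24hr, 3 of the 50 at dark and 15 of the 52 at recovery. The median log2 difference, averaged over the 4 stages, was -0.42 in IDs 1 to 124, -0.75 in the rest of the run, and 0.03 in the 237 genes that followed it.

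**Figure D2:**
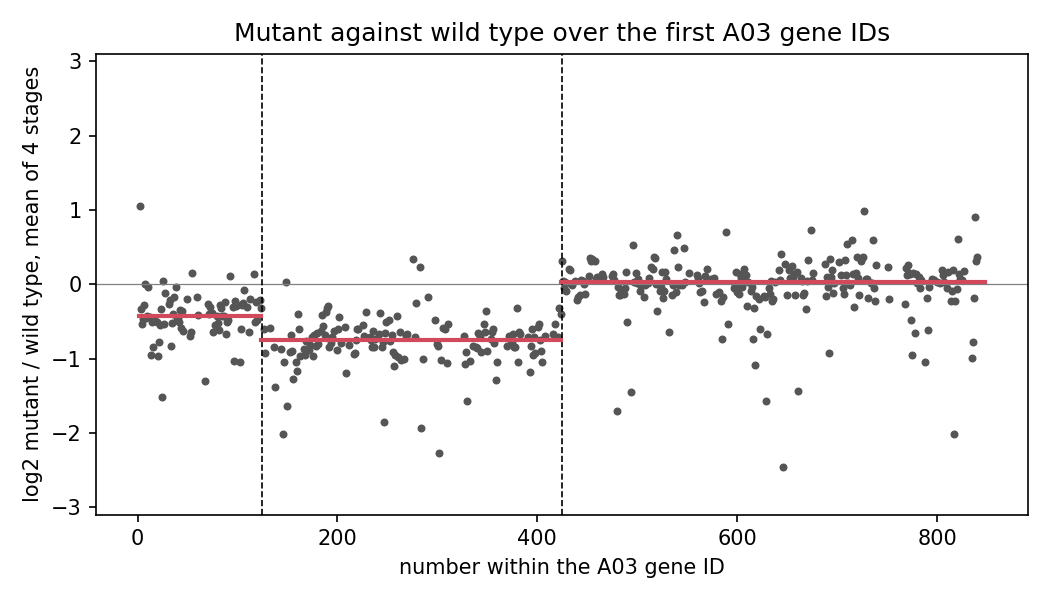
Log2 ratio of mutant to wild type, averaged over the 4 stages (vertical axis), for 466 genes by the number in their A03 gene ID (horizontal axis), each point being a gene. Red lines mark the medians of -0.42, -0.75 and 0.03 for the stretches parted by dashed lines at IDs 124 and 424.

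BraA10000108 had 0 counts in all 4 wild-type libraries at pre and 10.4 ± 5.35 CPM (SD, n = 3) in the mutant. Against the floor of 3 counts, 0.399 CPM, it was at least 26.1-fold higher in the mutant, with an adjusted p of 0.00233 (edgeR quasi-likelihood, Benjamini-Hochberg). At dark it had 33.6 ± 9.99 CPM (SD, n = 4) in the wild type and 80.1 ± 31.8 CPM (SD, n = 3) in the mutant. It did not pass at pre when only the compared groups were fitted. BraA05000169 had 0.265 ± 0.158 CPM (SD, n = 4) in the wild type at 24hr and 17.7 ± 10.0 CPM (SD, n = 3) in the mutant. Its log2 fold change was 6.05 (SE 0.63, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 2.34e-06). The wild-type libraries held 1 to 4 counts each, near the floor of 3, so the size may depend on the prior count. Over 14 alternatives it ranged from 5.48 to 6.36, but none of them varied the prior count within edgeR. BraA03003874, which lay outside the A03 run, fell from 48.8 ± 6.22 CPM (SD, n = 4) in the wild type to 9.54 ± 1.88 CPM (SD, n = 3) in the mutant at 24hr. Its log2 fold change was -2.36 (SE 0.22, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 2.34e-06).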

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

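The test of a single mutant library below was chosen after the result was seen, while the comparison with other splits of the pools was set beforehand.

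The change from pre to dark differed between genotypes for 3 genes. Of the 35 splits of the 7 pools, 6 gave at least 3 genes, the real split included, and the highest other split gave 571. Each of the 5 other splits placed both pools of at least 1 shared number on the same side, but so do all splits except 8 of the 35. Among the 8 splits that parted the pools of all 3 shared numbers, the real split alone gave as many, and 8 splits cannot give a share under 0.05. The number of genes is therefore not separated from regrouping of the pools.

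BraA10002904 was among these 3 genes, with a log2 difference of -5.68. The rise from pre to dark was lower in the mutant, but the mutant pools differed. Replicate 3 fell from 4.25 to 1.38 CPM while replicate 4 rose from 1.02 to 6.55 CPM. Replicate 5 rose from 0.0945 CPM, a single count, to 2.74 CPM. The log2 changes ran from -1.50 to 3.36 in the mutant pools and from 5.15 to 7.51 in the wild-type pools. The rule for naming genes required that they not overlap. Without mutant replicate 3 the difference was -3.65, and across 12 alternatives it ranged from -6.82 to -3.65, with adjusted p-values (edgeR quasi-likelihood or DESeq2, Benjamini-Hochberg) from 0.00138 to 0.766. A single mutant library may therefore account for part of the size. Whether it accounts for the call cannot be told apart from a genotype effect with 3 mutant pools, and an effect of the mutation stays open as untested.

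One wild-type recovery library lay far from the others of its group for BraA10002904. Replicate 3 had 3.39 CPM, from 33 counts, against 0.895 to 1.24 CPM in the other 3. Of 35 sets of 4 wild-type libraries examined, this was the 1 set with such a gap, no more than chance gives. No explanation was tested for it, and no biological explanation was tested.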

How the results depend on the processing

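The plate-row term, the paired dark index and the recount without the first A03 IDs were chosen after the data were seen.

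The counts for dark against pre and recovery against dark within each genotype stayed within 1.5 times under every alternative run. Counts of mutant against wild type did not. The DESeq2 Wald test gave 115 genes at pre (48 higher, 67 lower), 110 at 24hr (38 higher, 72 lower), 220 at dark (100 higher, 120 lower) and 168 at recovery (35 higher, 133 lower). It included all 34 genes of the edgeR test at pre. DESeq2 also gave 1818 genes for recovery against pre in the wild type and 955 in the mutant, and 1 for 24hr against pre in the wild type. For genotype by stage it gave 1 gene for 24hr against pre, 48 for dark against pre, 100 for recovery against dark and 4 for recovery against pre. Without a filter on low counts, 21 genes passed at pre and 31 at dark. A fit with only the compared groups had fewer libraries behind the spread, and it also redid the filter, the scaling and the dispersions. In it, mutant against wild type gave 17 genes at pre, 0 at dark with 1451 at an unadjusted p under 0.05, and 4 at recovery. That fit gave 2 for recovery against pre in the mutant and 1 for genotype by stage, dark against pre. The cause of these shifts was not tested.

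The replicate block gave 89 genes for mutant against wild type at 24hr and 27 at dark, where the libraries share only a number, with correlations down to -0.0519. With the plant pool as the block, 1716 genes passed for recovery against pre in the wild type and 845 in the mutant. The block gave 8 genes for genotype by stage, dark against pre, and 16 for recovery against dark. It changed no other count by more than 1.5 times. The plate-row term gave 97 genes at 24hr, where the genotype difference averaged over stages rests on 2 pools of each genotype. Leaving out the first A03 IDs gave 13 genes at pre, 21 at 24hr and 31 at recovery, in part because those IDs held calls themselves.

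Across the 7 fits that each left out 1 pool, mutant against wild type ranged from 9 genes (without mutant replicate 5) to 33 at pre, from 9 (without wild-type replicate 5) to 65 (without mutant replicate 4) at 24hr, from 6 (without mutant replicate 3) to 85 (without wild-type replicate 4) at dark, and from 14 (without mutant replicate 5) to 77 at recovery. Recovery against pre ranged from 168 (without wild-type replicate 6) to 1377 in the wild type and from 83 (without mutant replicate 4) to 573 in the mutant. In the mutant, 24hr against pre ranged from 0 to 1, with 855 genes at an unadjusted p under 0.05 when all pools were used. Genotype by stage ranged from 0 to 6 for dark against pre, from 0 to 8 for recovery against dark and from 0 to 1 for recovery against pre, with 1842, 2055 and 1051 genes at an unadjusted p under 0.05 in the full fit.

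The difference between genotypes in the share reversed at recovery changed sign with index genes from the mutant alone (-1.93) and with the 200 lowest p-values in each direction (-1.20). Without 1 pool it ranged from -4.06 to 3.45 percentage points, with the sign changed without wild-type replicate 4 (-3.20) and without mutant replicate 3 (-4.06). With same-numbered pools as pairs the difference was 1.92. The level itself moved to 98.7% in the wild type and 97.5% in the mutant with the 200 lowest p-values, and to 93.2% and 96.6% with 24hr as the start. Of the printed genes, BraA10000108 was weaker in 1 of 14 alternatives and BraA10002904 in 6 of 12. The gene set tests and the light signalling list, with their alternatives, were not run because the IDs could not be paired with products. In simulated counts at this depth and number of pools, 23% of 2-fold and 67% of 4-fold changes between genotypes were recovered. Changes were simulated at pre alone, in genes with a mean CPM of at least 1 and without pool effects. The rates may therefore be too high for genes of lower counts. They limit what the low counts of genotype calls show, more so for 2-fold than for 4-fold changes.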

Other observations

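The tests on the A03 run, on the shared numbers and on the dark index before darkness were chosen only after the result was seen, as were the paired dark index and the further sign comparisons at recovery. The other tests were set before their values were seen, although the final wording of their cut-offs was recorded only after they had been run. The splits of the pools were the exception, with a rule recorded before they were run.

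Other splits of the pools were compared with the real groups. For mutant against wild type, 1 of 35 splits of the 7 pools gave as many genes at pre, 3 of 35 at 24hr, 8 of 35 at dark and 7 of 35 at recovery, the real split included. Over all 35 splits, the counts at 24hr, dark and recovery therefore did not stand apart from regrouping. The highest other splits gave 1188 genes at 24hr, 828 at dark and 452 at recovery. Every one of the other splits with as many genes left both pools of at least 1 shared number on the same side. That is weak evidence on its own, because all splits except 8 of the 35 do so. At recovery, 5 of the 6 had both pools numbered 4 among the 3 pools set apart. Among the 8 splits that parted all 3 shared numbers, the real split gave the most genes at each stage. The next highest gave 1 at pre, 1 at 24hr, 8 at dark and 2 at recovery. The counts did stand apart within these 8 splits, but 8 splits cannot give a share under 0.05. In the wild type, 1 of 35 splits gave as many genes for each of dark against pre, recovery against dark and recovery against pre, and the real split was also alone among the 8 splits that parted all pools. In the mutant, 1 of 10 splits did so for each of these contrasts, and 10 splits cannot give a share under 0.1. For contrasts with 0 calls every split gave as many. These were 24hr against pre in the wild type (35 of 35, with 654 genes at an unadjusted p under 0.05) and the mutant (10 of 10, with 855). They also included genotype by stage for 24hr against pre (35 of 35, with 303), recovery against dark (35 of 35, with 2055) and recovery against pre (35 of 35, with 1051).

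Pools that share a number deviated together across genotypes. Over the 24 matchings of mutant to wild-type pools, only 1, the real one, gave a mean correlation as high as 0.243. Number 4, whose pools lay in different plate rows, had a median correlation of 0.258 over the 4 stages, against 0.221 for numbers 3 and 5, whose pools shared a row. A shared plate row is therefore not enough as a cause. A sowing or harvest date common to a number may be a source, but the labels give no dates and it was not tested.

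Genes with the first IDs of the A03 series were lower in the mutant as a run. In windows of 50 consecutive IDs with a mean CPM of at least 1, the lowest median log2 difference was -0.78, and the largest absolute median outside the run was 0.14. In 1000 shuffles of the gene order, no window was as extreme. Edges were first placed by eye and then, at IDs 124 and 424, by least squares on the same values. In the run, 96.1% of 229 genes were lower in the mutant, against 46.2% elsewhere. The median of the second part was similar at each stage, from -0.70 at dark to -0.77 at recovery. The spread among genes in the second part was 1.06 times that elsewhere, which argues against reads lost on a divergent haplotype, since such losses would differ from gene to gene. The wild-type pools differed from one another in both parts, in the same order. In IDs 1 to 124, wild-type replicate 5 lay 0.83 above replicate 3 on the log2 scale, and replicate 3 lay at or below the highest mutant pool at all 4 stages, which argues against regulation by the photoreceptor alone in that part. Depth is argued against as well. The level of wild-type replicate 3 had an SD of 0.0848 over its 4 libraries, although their total counts ran from 5221760 to 12039568. The wild-type pools kept their levels over the stages, with an exact permutation p of 7.23e-05 over 13824 arrangements of the pools within stages, the smallest the arrangements can give. In the second part the levels of wild-type replicates 3, 6, 4 and 5 were 0.18, 0.28, 0.40 and 0.44, with SDs over stages from 0.0188 to 0.0448, and the same exact permutation p of 7.23e-05. A candidate explanation is a difference in copy number of this stretch that also varies among wild-type plants. Order along the chromosome was taken from the IDs alone, no DNA was analysed here, and the pattern was found and tested on the same libraries. In the second part every wild-type pool still lay above every mutant pool, so for that separation an effect of the mutation and a linked difference between the lines stay open.

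The wild-type dark replicate 4 library had the lowest dark index of its group, 1.98, and the lowest total count, 4928822. Thinning the other 3 libraries to this depth left their lowest index at 2.68, so depth does not account for it. RNA from lit leaves was tested as a source. In 31 genes almost silent in the other dark libraries, this library had a median of 0.439% of the lit level, with an upper quartile of 1.41%. Its 11 dark-only genes were 68.2% below the other 3 libraries in the median, far more than such an admixture gives. These genes also varied between the other pools. By the same measure replicates 3, 5 and 6 stood at 240%, 91.2% and 98.1%, against 31.8% for replicate 4. A weaker dark response of that pool, or a leaf less fully covered, could also lower the index, and neither was tested.

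Genes that differed between recovery and pre in the wild type were compared with the change from recovery back to dark in the mutant, which comes from other libraries and a single leaf. Only 34.5% of the 1107 genes had the sign of that change, against 48.5% of genes that did not pass, and in the mutant 48.9% of 546 genes had the sign of the wild-type change. The mutant value joins opposite results, 31.3% of raised and 62.0% of lowered genes, while in the wild type these were 31.2% and 39.7%. Measured against the change from pre to dark the signs leaned the other way. Of the genes called in both contrasts, 579 stayed on the dark side in the wild type and 220 went to the other side (72.5%), and in the mutant 256 and 95 did (72.9%). These contrasts share the pre libraries. With recovery simulated at the pre level, the share was 61.8% in the wild type and 67.3% in the mutant. The simulation took the 1107 and 546 genes of lowest p-value in recovery against pre, passing or not. Of these it kept the genes called in dark against pre. Its shares are therefore not a like comparison for the called genes. Against the pre to dark change of the other genotype, which shares no library but crosses leaves, 55.7% of wild-type and 68.7% of mutant calls had the same sign, against 53.7% and 55.8% of genes that did not pass. In the comparison with the change from recovery back to dark, an unfinished return would have given more than 50% and a difference between the leaves alone about 50%, and the 34.5% of the wild type, below both, was not foreseen. In the comparisons with the change from pre to dark, a difference between the leaves also enters both contrasts and would raise the share, so they do not separate these explanations. An unfinished return stays open. The 34.5% of the wild type lies on the side of 50% that an overshoot would give, while the 48.9% of the mutant lies near 50%. The genotypes therefore did not settle between leaf position and an overshoot. Days of age cannot be told apart from an overshoot, because recovery and pre samples differ in both. Recovery libraries of both genotypes may also share a sampling effect.

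It was also asked whether the mutant leaf before darkness was moved towards the dark state. The dark index at pre differed by 0.0270 between genotypes, with an exact permutation p of 0.857 (n = 4 and 3), when replicate numbers were not used. Between same-numbered pools the mean difference at pre was 0.12 ± 0.33 (SD, n = 3), higher in the mutant in 2 of 3 pairs, with an exact sign-flip permutation p of 0.5. In the same uncovered leaf at 24hr it was 0.28 ± 0.11 (SD, n = 3), higher in the mutant in 3 of 3 pairs, with an exact sign-flip permutation p of 0.25, the smallest that 3 pairs allow. The 24hr value leans towards the dark state, but it is 1 of 5 paired measures that were tested, and a shift of the leaf as a whole stays open because 3 pairs are too few to decide. Of the 17 genes called at pre outside the A03 run, 11 (64.7%) had the sign of the wild-type change from recovery to dark, against 46.5% of genes not called. The exact binomial p was 0.150, and genes are not independent, so the excess was not past the test, and 17 genes leave this open too. Both results had first been read as arguing against a move towards the dark state, and that reading was changed after the values were seen. BraA10000108 and BraA05000169, the printed genes that were higher in the mutant in light, were both also higher at dark than at pre in the wild type, but they were picked after their values were seen.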
